# Prostate derived Ets transcription factor and Carcinoembryonic antigen related cell adhesion molecule 6 constitute a highly active oncogenic axis in breast cancer

**DOI:** 10.18632/oncotarget.934

**Published:** 2013-04-10

**Authors:** Alka Mukhopadhyay, Thaer Khoury, Leighton Stein, Protul Shrikant, Ashwani K Sood

**Keywords:** PDEF, SPDEF, CEACAM6, Elevated co-expression, Tumor cell survival, PDEF-CEACAM6 oncogenic axis, Novel targets inbreast cancer

## Abstract

We previously reported overexpression of Prostate derived Ets transcriptionfactor (PDEF) in breast cancer and its role in breast cancer progression, supportingPDEF as an attractive target in this cancer. The goal of this research was to identifyspecific PDEF induced molecules that, like PDEF, show overexpression in breast tumorsand a role in breast tumor progression. PDEF expression was down regulated byshRNA in MCF-7 human breast tumor cell line, and probes from PDEF down-regulatedand control MCF-7 cells were used to screen the HG-U133A human gene chips. Theseanalyses identified 1318 genes that were induced two-fold or higher by PDEF in MCF-7 cells. Further analysis of three of these genes, namely CEACAM6, S100A7 and B7-H4, in relation to PDEF in primary breast tumors showed that in 82% of ER+, 67%of Her2 overexpressing and 24% of triple-negative breast tumors both PDEF andCEACAM6 expression was elevated 10-fold or higher in comparison to normal breasttissue. Overall, 72% (94 of 131) of the primary breast tumors showed 10-fold orhigher expression of both PDEF and CEACAM6. In contrast, S100A7 and B7-H4 failedto show concordant elevated expression with PDEF in primary tumors. To determinethe significance of elevated PDEF and CEACAM6 expression to tumor phenotype, theirexpression was down regulated by specific siRNAs in human breast tumor cell lines. This resulted in the loss of viability of tumor cells in vitro, supporting an oncogenicrole for both PDEF and CEACAM6 in breast cancer. Together, these findings show thatPDEF-CEACAM6 is a highly active oncogenic axis in breast cancer and suggest thattargeting of these molecules should provide novel treatments for most breast cancerpatients.

## INTRODUCTION

Targeted treatments of ER^+^ and Her2 overexpressing breast tumors have significantly improved the clinical outcomes for most breast cancer patients [1, 2]. However, treatment resistance remains the underlying cause of tumor recurrence, metastatic spread and the continuing high mortality rates from this cancer worldwide [3-6]. On the other hand, for the ER^−^, PR^−^ and Her2^−^ (triple-negative) breast tumors that are characterized by generally poor prognosis, few useful targeted treatments are currently available. Evidently, there is a dire need to identify novel oncogenic molecules and/or molecular pathways for developing novel targeted treatments to achieve better tumor control.

PDEF is a relatively novel member of the Ets family of transcription factors that play an important role in the various developmental and cellular processes such as cell lineage specification, proliferation, migration, apoptosis and angiogenesis; and their aberrant expression is a frequent underlying cause of cancer development in humans [7-11]. We and others have previously reported highly restricted expression of PDEF in normal human tissues [12, 13] and its over expression in primary breast tumors [13-15]. Further, elevated PDEF expression also occurs in the precursor lesions including the atypical ductal hyperplasia [16] and in ductal carcinoma in situ [15], and is maintained in lymph node metastases [17]. Moreover, transfection of PDEF into the immortalized MCF-10A and MCF-12A breast epithelial cell lines led to increased clonogenicity *in vitro* and tumorigenicity in immunodeficient mice; and meta-analysis of PDEF expression in relation to clinical outcome showed a significant association of high PDEF expression with poor disease-free and overall survival in independent patient cohorts [16, 18]. These observations established PDEF as a novel oncogene and an attractive target in breast cancer.

Further insights into the identity of the molecules that mediate the oncogenic action of PDEF and may serve as additional targets in breast cancer may be gained from the study of the PDEF induced genes. Accordingly, this communication describes CEACAM6 (carcinoembryonic antigen related cell adhesion molecule 6) as a PDEF induced molecule in breast cancer. CEACAM6 belongs to the human CEA (carcinoembryonic antigen) gene family consisting of seven members within the CEACAM subfamily [19]. Also known as NCA-50/90 or CD66c, CEACAM6 is expressed on the cell surface (anchored *via* the glycophosphotidyl inositol linkage) and is involved in the homophilic and heterophilic interactions in cell adhesion [20, 21]. Deregulated transgenic expression of CEA/CEACAM6 inhibits colonocyte differentiation leading to hyperplasia and dysplasia, implicating a role for this molecule in colon tumor development [22]. Moreover, silencing CEACAM6 by SiRNA enhanced anoikis (apoptosis caused by loss of anchor) and sensitivity to cytotoxic killing of colon and pancreatic tumor cell lines [23, 24]. Since the role of CEACAM6 in human breast cancer and in particular in relation to PDEF remains poorly understood, this communication also describes the characteristics of PDEF and CEACAM6 expression in primary breast tumors and their contributions to the tumor phenotype.

## RESULTS

### Silencing PDEF expression in MCF-7 human breast tumor cell line and identification of PDEF regulated genes

PDEF expression was stably down-regulated in MCF-7 breast tumor cell line by transfection with a plasmid (described in Materials and Methods) encoding a PDEF specific shRNA sequence. The down-regulation of PDEF expression was confirmed by RT/PCR and the data are shown in Figure 1, Panel 1A. As shown in lane 2 (labeled as sh) of this panel, PDEF expression was completely abrogated in cells transfected with shRNA plasmid in comparison to vector transfected (lane labeled V) or control un-transfected MCF-7 cells (lane labeled C). The Panel 1B in this figure shows similar loss of PDEF protein expression in the shRNA expressing MCF-7 cells. It is noteworthy that shRNA plasmid-transfected MCF-7 cells formed visible transfectant colonies more than one month post transfection. In contrast, vector plasmid transfected cells formed visible colonies much earlier i.e. at about three weeks post transfection. Apparently, abrogation of PDEF expression by shRNA lead to decreased growth and/or survival of MCF-7 cells. 

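RNA of MCF-7 cells, an estrogen receptor-positive human breast tumor cell line, was profiled on 4 one-color HG-U133A arrays. Cells stably transfected with the PDEF shRNA plasmid are labelled PDEF- and cells stably transfected with the control vector plasmid are labelled PDEF+, with 2 arrays per group. The labels number the arrays of each group as replicate 1 and replicate 2, and these numbers are used here as experiment 1 and experiment 2. The submitters' description of the series speaks of 1 replicate experiment, whereas the labels give both numbers. On this array a gene is read by 1 or more probe sets, and each probe set gives 1 signal intensity per array. The submitters' processing notes name GCOS and Partek. How the signals were summarized and scaled is not given in the sources used here. The deposited table gives linear signal intensities for 22283 probe sets without detection calls. After 68 AFFX control probe sets were left out, 22215 remained. Of these, 19065 carry 1 gene symbol and represent 11964 genes, 1043 carry several symbols and 2107 carry none, and only genes of probe sets with 1 symbol are named. The median signal was 804.6 on the PDEF+ array and 715 on the PDEF- array of experiment 1. It was 130 on the PDEF+ array and 140 on the PDEF- array of experiment 2, so experiment 1 was 5.61-fold brighter. Signals of PDEF+ and PDEF- were therefore divided within each experiment, on the values as deposited. The median log2 ratio over all probe sets was 0.05 in experiment 1 and -0.05 in experiment 2. A probe set was counted where the ratio was 2-fold or higher in both experiments, and log2 signals were tested with limma. The number of arrays limits the precision, and probe sets above the median level over the 4 arrays are counted separately because dim probe sets vary more. No genome build is named in the sources used here, so no coordinates are given.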

RNA was isolated from PDEF-down-regulated MCF-7 cells and control PDEF-positive MCF-7 cells, labeled and then used to screen the HG-U133A human gene chips from Affymetrix. 

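SPDEF, the gene that encodes PDEF, did not run the same way in the experiments on all of its 5 probe sets. In experiment 1 it was higher in the array labelled PDEF- than in the array labelled PDEF+ on the 3 brightest probe sets and lower on the 2 dimmer ones. In experiment 2 it was lower in the array labelled PDEF- on all 5, by 1.02-fold to 2.38-fold. These directions held under median centring, and under quantile normalization the dimmest probe set turned to a log2 ratio of -0.02 in experiment 1. On its brightest probe set the signal in experiment 1 was 11552 in the array labelled PDEF- and 5892 in the array labelled PDEF+, a log2 ratio of PDEF+ over PDEF- of -0.97. In experiment 2 the signal was 2249 in the array labelled PDEF- and 2691 in the array labelled PDEF+, a log2 ratio of 0.26. The mean log2 ratio was -0.36 ± 0.87 (SD, n = 2 experiments), with a standard error of 2.11 and an adjusted p of 1.0 from limma. Without a block the difference in brightness between the experiments enters this standard error. With the replicate number as a block the standard error was 0.35 and the adjusted p from limma was 0.997. A second bright probe set had log2 ratios of -1.27 in experiment 1 and 0.57 in experiment 2. A further bright probe set had log2 ratios of -1.03 and 0.03. On a dimmer probe set near the median level the ratios were 0.46 and 0.41, and on the dimmest they were 0.22 and 1.25. The control gene GAPDH had log2 ratios of 0.41 and 0.07 on its brightest probe set, and ACTB, which encodes beta-actin, had 0.37 and 0.17. RT/PCR and Western blotting in the paper (Fig. 1A and 1B) show PDEF lost in the shRNA transfected cells, which does not settle the labels of the arrays. PDEF+ and PDEF- are used here as the labels of the arrays.

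**Figure D1:**
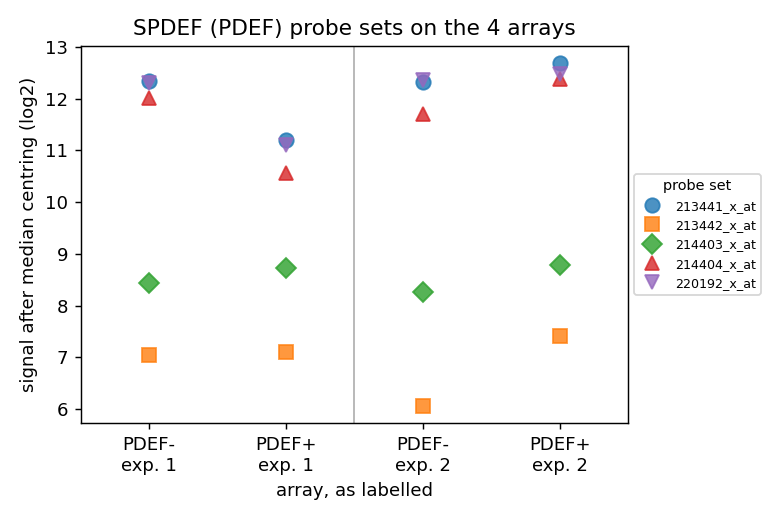
Signal of the 5 SPDEF probe sets on each of the 4 arrays, after each array's median log2 signal was set to the common mean (vertical axis, log2 units). Each symbol is 1 probe set on 1 array. On the brightest probe set the array labelled PDEF+ of experiment 1 lies lowest, with a range of 1.49 over the 4 arrays.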

Two separate experiments were performed and analyzed for changes in gene expression and genes with 2-fold or higher expression in both experiments were considered as PDEF regulated. This analysis identified 1318 genes that were up-regulated 2-fold or higher by PDEF and another 733 genes that were down-regulated 2-fold or higher by PDEF in MCF-7 cells (data available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37662).

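In the arrays labelled PDEF+, 493 probe sets of 388 genes were 2-fold or higher in both experiments, and 264 probe sets of 204 genes were 2-fold or lower in both. Among the genes that were higher in both were MGP, an inhibitor of calcification, INHA, which encodes the alpha subunit of inhibin, CLIC3, an intracellular chloride channel protein, and SLC26A2, a sulfate transporter. Among the genes that were lower in both were the steroid-metabolizing aldo-keto reductases AKR1C2 and AKR1C3, the cell cycle phosphatase CDC25A and the protease inhibitor CSTA. Another 914 probe sets changed 2-fold in opposite directions in the experiments, 633 higher in PDEF+ in experiment 1 and lower in experiment 2, and 281 the other way. Of the probe sets that were higher in both experiments, 92.1% lay below the median level. Among the 11107 probe sets above the median level, 39 were higher and 18 were lower in both experiments, and 116 changed in opposite directions.
MGP was 38.9-fold higher in the array labelled PDEF+ in experiment 1 and 2.13-fold higher in experiment 2. INHA was 17.3-fold and 3.32-fold higher, and SLC26A2 was 9.89-fold and 2.24-fold higher. CLIC3 differed less between the experiments, with 4.69-fold and 4.26-fold, a mean log2 ratio of 2.16 with a standard error of 0.23 from limma with the replicate block. SPOCK1, an extracellular matrix proteoglycan, was 4.05-fold higher on average and NAV2 3.84-fold. For some genes the brightest probe set differed less than the probe set that met the rule. SCD, which encodes the desaturase that makes monounsaturated fatty acids, was 13.7-fold higher on another probe set and 2.67-fold on its brightest probe set. The chemokine receptor gene CXCR4 was 6.11-fold higher on another and 2.28-fold on its brightest probe set, and HNRNPL, which encodes an RNA-binding protein, was 5.46-fold and 1.59-fold.
AKR1C2 was 3.38-fold lower in PDEF+ on average and AKR1C3 was 3.35-fold lower, and the sequences of these genes are much alike. RETREG1, a receptor for the autophagy of endoplasmic reticulum, was 3.52-fold lower, with ratios of PDEF+ over PDEF- of 0.304 in experiment 1 and 0.266 in experiment 2. CDC25A was 3.14-fold lower. FBXO2 was 2.74-fold lower, PCOLCE, an enhancer of collagen processing, 2.62-fold, the kinase gene MATK 2.61-fold and C2CD5 2.45-fold. CSTA was 2.44-fold lower, with ratios of 0.410 in both experiments, and the homeobox gene HHEX was 2.42-fold lower. TBC1D13 was 2.71-fold lower on a dimmer probe set, while its brightest probe set had a ratio of 0.723. HNRNPA1 was 4.44-fold lower on a dimmer probe set, while its brightest probe set had a ratio of 0.880.
None of the 22215 probe sets had an adjusted p under 0.05 from limma, and 0 had an unadjusted p under 0.05. Without the replicate block the difference in brightness between the experiments enters the spread. In simulated arrays that fit called 0% of the probe sets changed 16-fold, so its lack of calls says little about the probe sets. With the replicate block the number at an adjusted p under 0.05 was also 0, and 509 probe sets were higher and 334 lower at an unadjusted p under 0.05. In arrays simulated without any change at 22015 probe sets, with the spread between experiments drawn from the limma fit, 441 were 2-fold higher and 449 were 2-fold lower in both experiments. With the spread that limma with the replicate block fitted to each probe set, these numbers were 250 and 261. The ratio of the 5' to the 3' actin control signal, a sign of RNA integrity, was 1.04 on the PDEF+ array and 0.425 on the PDEF- array of experiment 1, and 0.559 and 0.649 in experiment 2.

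**Figure D2:**
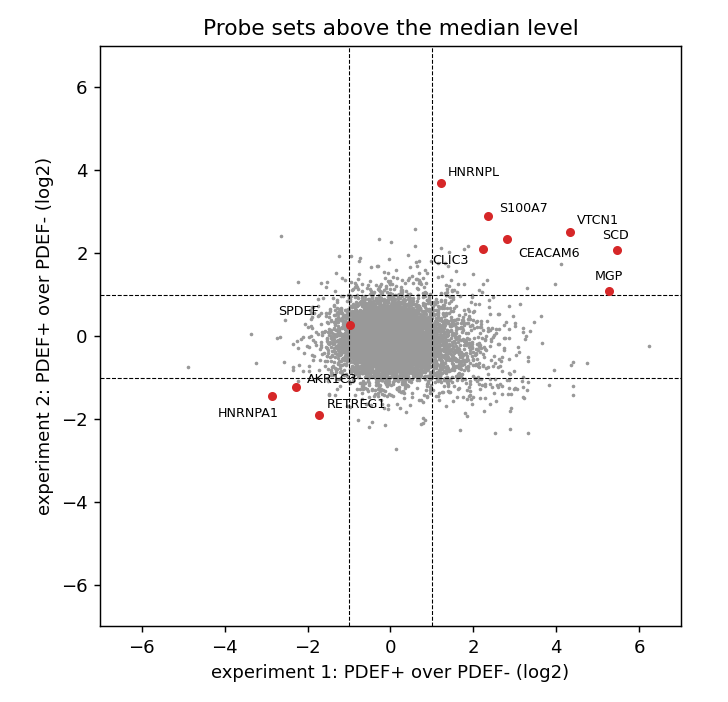
Log2 ratio of PDEF+ over PDEF- in experiment 1 (horizontal axis) and experiment 2 (vertical axis) for probe sets above the median level. Each point is 1 probe set, dashed lines mark 2-fold changes and red points are named genes. Of these probe sets, 39 lie in the upper right corner, 18 in the lower left corner and 106 in the lower right corner.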

**Figure 1:**
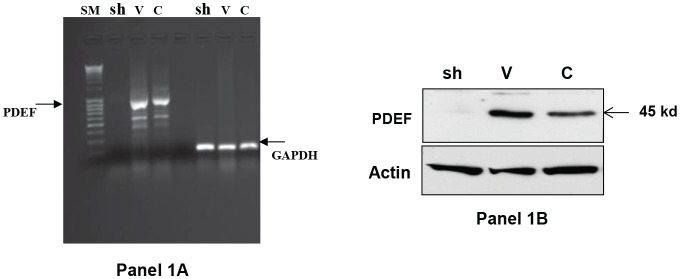
1A Silencing of PDEF expression by small hairpin RNA (shRNA) in MCF-7 breast tumor cell line: The left-most lane in this figure shows the DNA size markers. The next three lanes marked at the top as Sh, V and C respectively show the results of PDEF specific PCR on RNA isolated from MCF-7 cells transfected with PDEF shRNA encoding plasmid, MCF-7 cells transfected with vector plasmid and untransfected control MCF-7 cells. The three right lanes show GAPDH expression in these same cells. Panel 1B shows the western blot data using PDEF specific antibody for the corresponding samples shown in Panel 1A.

Among the PDEF induced genes 83 showed 5-fold or higher induction by PDEF and they are shown in Supplementary Table 1. Most of these genes have putative roles in cell-cell and cell-matrix adhesion, cell growth/survival, innate or adaptive immunity, bone morphogenesis/growth and in transcription regulation. Of these, three genes including B7-H4 (8.8-fold induction), S100A7 (6.96-fold induction) and CEACAM6 (5.1-fold induction) were of particular interest since they were previously reported to show limited expression in normal human tissues and over expression in breast tumors, hence potentially useful as breast tumor targets in conjunction with PDEF [25-29].

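Genes at the top of Supplementary Table 1 were higher in the arrays labelled PDEF+ on at least 1 probe set in both experiments. CDSN, which encodes corneodesmosin of cornified epithelium, was 54.2-fold higher in experiment 1 and 7.72-fold in experiment 2 on the probe set with its largest ratio. The mucin gene MUC5B was 20.2-fold and 16.5-fold higher, the metalloreductase gene STEAP4 18.2-fold and 11.1-fold, and PPARGC1A, a coactivator of mitochondrial genes, 20.2-fold and 3.94-fold. These probe sets were dim, at the 40.7th percentile of signal for CDSN, the 39.5th for MUC5B, the 11.8th for PPARGC1A and the 5.63th for STEAP4, and ratios between such low signals are uncertain. Of the paper's 83 table entries 82 were used here, 75 of their genes had a named probe set on the array, and 59 of these had a probe set that was 2-fold or higher in both experiments. On the probe set with the largest ratio, 55 genes reached a mean of 5-fold. Over all probe sets, 123 of 101 genes were 2-fold or higher in both experiments with a mean of 5-fold or more.
The table was chosen by the study on these samples, and the probe set with the largest ratio is chosen by that ratio, so these counts are no independent evidence of the direction. For 42 of the 75 genes the probe set with the largest ratio was not the brightest of the gene. For these 42 genes the median fold was 6.95 on the probe set with the largest ratio and 1.18 on the brightest, and 13 were lower in PDEF+ on the brightest. CLCA2, a chloride channel regulator, was 15.3-fold higher on the first and 1.34-fold on its brightest probe set. DNAJC6, which encodes auxilin, was 9.60-fold higher on the first and 1.89-fold on its brightest probe set, and HEG1, a membrane protein gene, was 12.8-fold and 2.47-fold. The acyl-CoA synthetase gene ACSBG1 was 9.04-fold higher on the first and had a ratio of 0.494 on its brightest probe set. CDSN was 10.6-fold higher on its brightest probe set.
On the brightest probe set of each gene, 31 of the 75 genes were 2-fold or higher in both experiments. The probe set with the largest ratio lay below the median level for 67 of the 75 genes. With all signals raised to at least the 25th percentile 12 of the 75 genes remained above 2-fold in both experiments. That percentile was taken over all 4 arrays together, so the floor cut more of the dimmer experiment 2. The 25th percentiles of PDEF+ and PDEF- were 209 and 174 in experiment 1, and 33.0 and 32.6 in experiment 2. None of the 75 genes had an adjusted p under 0.05 from limma, with or without the replicate block. Of 71 marker genes of fibroblasts, leukocytes, endothelial cells, neurons and photoreceptors, cell types absent from a tumor cell line, 65 lay below the median level, and 4 of these (6.15%) were 2-fold higher in PDEF+ in both experiments on their brightest probe set, against 3.66% of all genes below the median level. Of the 4, CDH5 and CNGB3 are genes of the table.

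**Figure D3:**
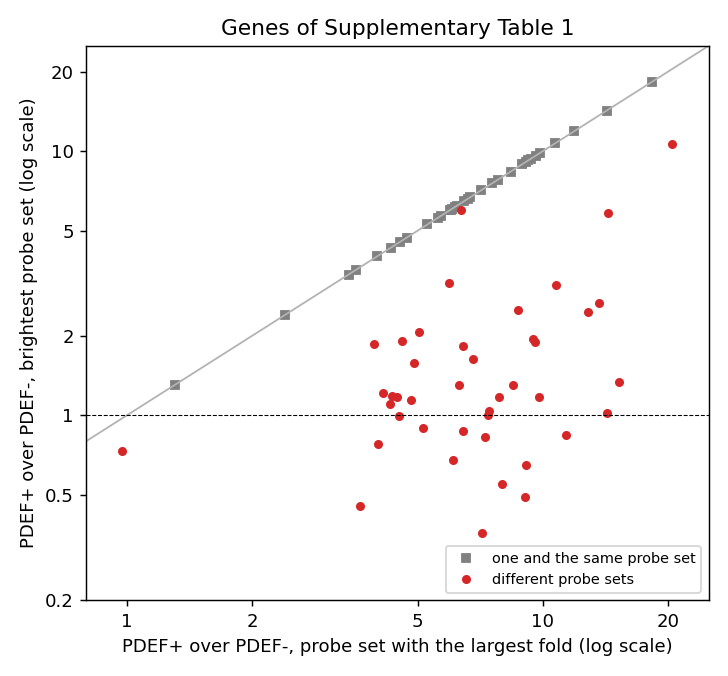
Mean ratio of PDEF+ over PDEF- for each of the 75 genes of Supplementary Table 1, on the probe set with the largest ratio (horizontal axis, log scale) and on the brightest probe set (vertical axis, log scale). Gray squares on the line are genes for which both are 1 probe set, and red points are the 42 genes for which they differ. The red points have a median of 6.95 on the horizontal axis and 1.18 on the vertical axis.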

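All 8 genes whose table entry names immunity had a probe set that was 2-fold or higher in both experiments in the arrays labelled PDEF+, and so had all 4 bone genes on the array. The bone group held MGP, IBSP, which encodes bone sialoprotein, TNFRSF11B, which encodes the decoy receptor osteoprotegerin, and SLC26A2. IBSP was 6.67-fold higher in experiment 1 and 5.48-fold in experiment 2, on a probe set at the 19.9th percentile of signal. TNFRSF11B was 14.6-fold and 2.35-fold higher on its brightest probe set. Of the immunity genes, NT5E, an ectonucleotidase that forms adenosine, was 7.56-fold and 2.12-fold higher. SLC11A1, a metal transporter of macrophages, was 9.85-fold and 9.72-fold higher on a dim probe set and 1.18-fold on average on its brightest. Among 12 adhesion genes, 9 met the rule on any probe set and 4 on the brightest. The desmosomal cadherin gene DSC2 had a mean of 8.70-fold on a dimmer probe set and 2.50-fold on its brightest probe set. Among 16 genes of growth and survival, 12 met the rule on any probe set and 5 on the brightest. Among 10 genes of transcription regulation, 8 met it on any probe set and 5 on the brightest. BHLHE41, a repressor of the circadian clock, was 3.24-fold and 5.73-fold higher, and NFYA, a subunit of a CCAAT-binding factor, was 4.29-fold higher on a dim probe set and 1.11-fold on its brightest probe set. On the brightest probe set 4 of the 8 immunity genes and all 4 bone genes met the rule. Groups were formed from words in the function column of the table, since its colors are not in the copy used here. They were chosen by the study on these samples, and no test was run on them.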

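All 3 genes were higher in the arrays labelled PDEF+ in both experiments. VTCN1, which encodes the T-cell inhibitory ligand B7-H4, was read by 1 probe set and was 20.0-fold higher in experiment 1 and 5.74-fold in experiment 2, a mean log2 ratio of 3.42. S100A7, which encodes the calcium-binding protein psoriasin, was also read by 1 probe set and was 5.15-fold and 7.47-fold higher, a mean log2 ratio of 2.63. CEACAM6 was read by a pair of probe sets. It was 7.02-fold and 5.07-fold higher on the dimmer of these. On the brighter one it was 2.32-fold and 4.36-fold higher. The standard error of the log2 ratio was 2.39 for VTCN1 and 2.36 for S100A7, and the adjusted p from limma was 1.0 for each of the 3 genes. With the replicate block the standard errors were 0.54 and 0.34, and the adjusted p from limma was 0.997 for each. All 4 probe sets lay above the median level. The direction rests on the labels of the arrays, between which SPDEF itself was lower in PDEF- on all 5 of its probe sets in experiment 2 but higher in PDEF- on 3 of them in experiment 1. From earlier reports that the genes are little expressed in normal tissues and overexpressed in breast tumors, the paper reasons that they are potentially useful as breast tumor targets together with PDEF.

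**Figure D4:**
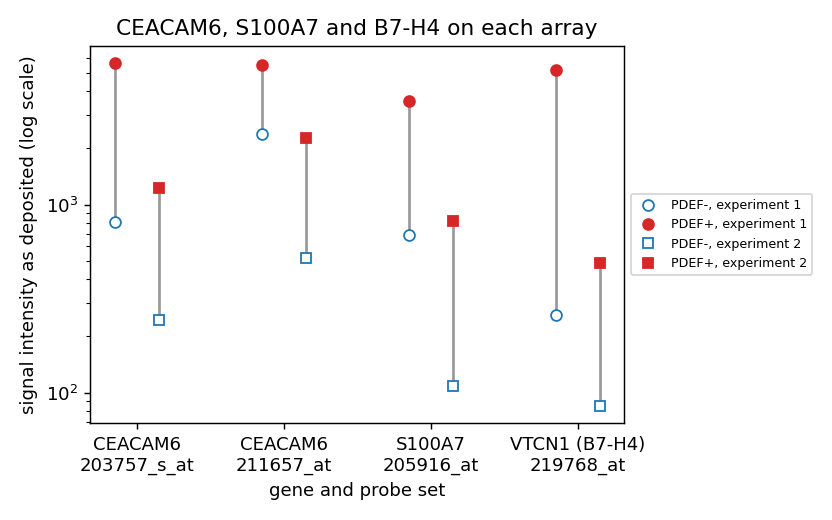
Signal intensity as deposited (vertical axis, log scale) of CEACAM6, S100A7 and VTCN1 on each array, by probe set. Open blue symbols are the arrays labelled PDEF- and filled red symbols those labelled PDEF+, with circles for experiment 1 and squares for experiment 2, and lines join the arrays of 1 experiment. Each red symbol lies above the blue symbol it is joined to, by 20.0-fold at most and 2.32-fold at least.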

### PDEF and CEACAM6 show elevated co- expression in primary breast tumors

Since we previously reported over expression of PDEF in breast tumors [13, 15] and since PDEF induces the expression of S100A7, CEACAM6 and B7-H4 in MCF-7 cells, we tested whether these molecules show concordant and elevated co-expression with PDEF in primary breast tumors. To that purpose, we first analyzed 93 ER+ breast tumors for PDEF expression by qRT-PCR (data not shown) and selected the top 9 tumors with highest PDEF expression and the bottom 9 tumors with lowest PDEF expression. These 18 tumors were then analyzed for CEACAM6, S100A7 and B7-H4 expression. The data are shown in Figure 2, panels 2A, 2B and 2C respectively for CEACAM6, S100A7 and B7-H4 in relation to PDEF. Thus, for CEACAM6, it was found that 8 of the 9 high PDEF expressing tumors also showed high CEACAM6 expression (tumors #1-9, except tumor #3). Similarly, 8 of the 9 low PDEF expressing tumors showed low levels of CEACAM6 expression (tumors # 10-18, except tumor #12). Together, these results show concordance between PDEF and CEACAM6 expression and elevated co-expression of these molecules in primary breast tumors. In contrast, and as shown in the panels 2B and 2C respectively, S100A7 and B7-H4 failed to show significant concordance and elevated co-expression with PDEF in these tumors.

**Figure 2:**
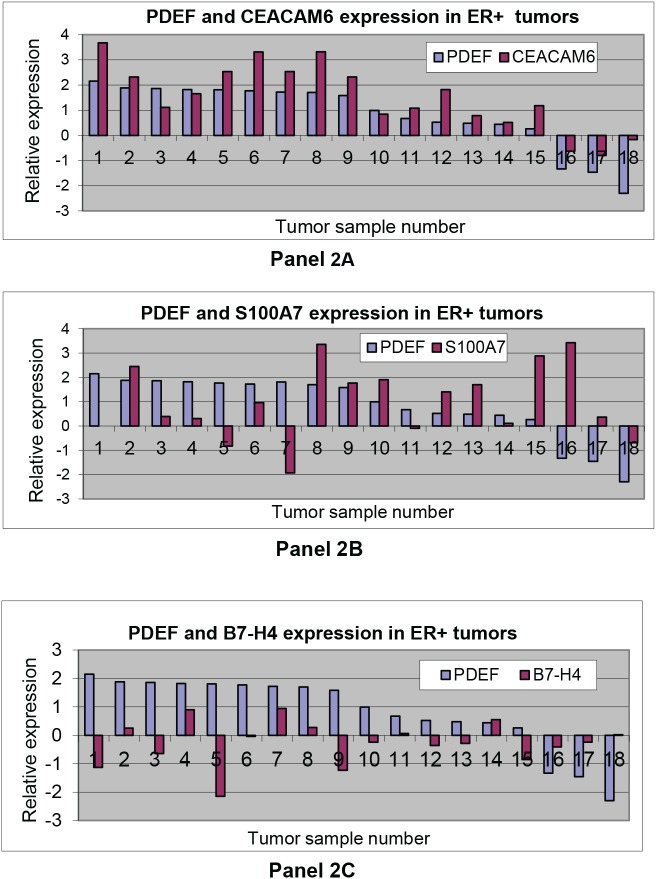
Gene expression analysis of, CEACAM6, S100A7 or B7-H4 in relation to PDEF: Panels 2A, 2B and 2C respectively show CEACAM6, S100A7 or B7-H4 expression in relation to PDEF in 18 tumor samples described in the text qRT-PCR was used to determine expression in tumors and in a mixture of normal breast RNA from 5 healthy women. Relative expression in tumors in comparison to normal breast tissues is shown on a log_10_ scale.

From Figure 2 panel 2A, it is evident that CEACAM6 is at least 10-fold over expressed even in some of the lowest PDEF expressing tumors, e.g. in tumor numbers 11, 12 and 15. We therefore determined the CEACAM6 expression levels in all 93 tumors and found that 80 of the 93 (86%) tumors over expressed CEACAM6 at 10-fold or higher levels than the normal breast tissue (data not shown). When considering both PDEF and CEACAM6 together, 76 of the 93 (82%) ER+ tumors expressed 10-fold or higher levels of these molecules.

### Correspondence between CEACAM6 mRNA and protein expression in primary tumors

To determine whether CEACAM6 mRNA and protein levels correspond, we tested CEACAM6 protein expression by Western blotting. Of the 18 tumor samples shown in Figure 2, frozen tissue was available for protein isolation and Western blot analysis for 7 tumors. These included three CEACAM6-high and four CEACAM6-low mRNA expressing tumors. The data for CEACAM6 protein expression by Western blot are shown in Figure 3, panel 3A. The results show a correspondence between CEACAM6 mRNA and protein levels in these tumors, suggesting that, like CEACAM6 mRNA, CEACAM6 protein is similarly elevated in primary breast tumors.

**Figure 3:**
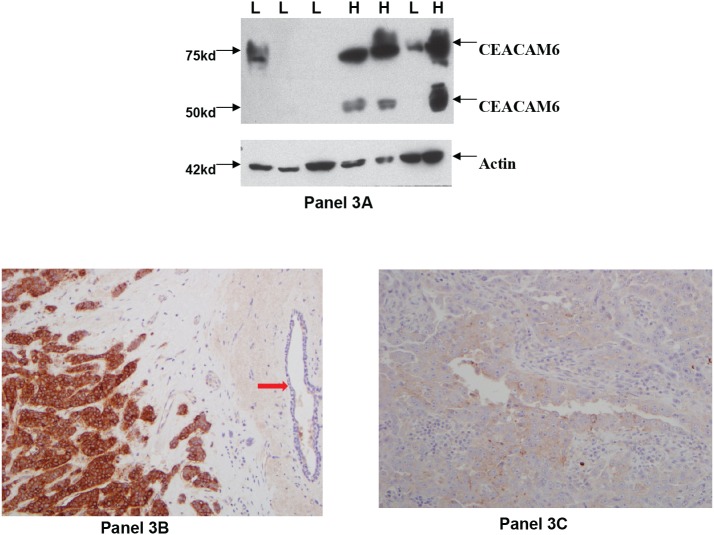
CEACAM6 protein expression in primary breast tumors: CEACAM6 specific antibody 9A6 was used to probe CEACAM6 protein expression by Western blot method The data are shown in Panel 3A. Specifically, the upper part of Panel 3A shows CEACAM6 specific bands corresponding to the two glycosylated (50kd and 75kd) forms. The lower part of Panel 3A shows actin expression in these samples. The letter L denotes low CEACAM6 expressing tumors (CEACAM6-low) and H denotes high CEACAM6 expressing tumors (CEACAM6-high) respectively. The Panels 3B and 3C respectively show immunohistochemical staining of a CEACAM6-high tumor and a CEACAM6-low tumor. The solid pink arrow in panel 3B indicates a normal mammary duct that lacks CEACAM6 expression.

To gain further insights into the nature of CEACAM6 protein expression in primary tumors, we analyzed the formalin fixed paraffin embedded (FFPE) tissue sections from these tumors by immunohistochemical staining for CEACAM6 expression. The representative results are shown in Figure 3, panels 3B for a CEACAM6-high tumor and in panel 3C for a CEACAM6-low tumor. As seen in Panel 3B, strong cell surface expression of CEACAM6 was observed in CEACAM6-high tumor. The solid pink arrow in Panel 3B indicates a normal mammary duct present within this section that does not detectably stain with the antibody, confirming over expression in tumor cells in comparison to benign epithelial cells.

### Elevated co-expression of PDEF and CEACAM6 in Her2^+^ and triple-negative breast tumors

The highly frequent over expression of PDEF and CEACAM6 in ER+ breast tumors prompted us to examine whether similar elevated co-expression of these molecules also occurs in Her2 over expressing (Her2^+^) and triple-negative breast tumors. Accordingly, PDEF and CEACAM6 expression was analyzed by qRT-PCR in 21 Her2^+^ tumors and in 17 triple-negative breast tumors. The results are shown in Figure 4, panels 4A for Her2^+^ tumors and in panel 4B for triple-negative breast tumors respectively. Specifically, 14 of the 21 (67%) Her2^+^ tumors showed 10-fold or higher expression of both PDEF and CEACAM6. On the other hand, in the triple-negative breast tumors 4 of 17 (24%) showed 10-fold or higher expression of both PDEF and CEACAM6. If considering PDEF and CEACAM6 separately, for Her2^+^ tumors 18 of 21 (86%) showed 10-fold or higher expression of PDEF and 15 of 21 (71%) showed 10-fold or higher expression of CEACAM6 (Figure 4, panel 4A). For triple-negative tumors, the frequency of over expression for PDEF remained relatively low, i.e. 5 of 17 (29%) tumors showing 10-fold or higher expression. In contrast for CEACAM6, 8 of 17 (47%) triple-negative tumors showed 10-fold or higher expression of this molecule (Figure 4, panel 4B). Overall, these results showed elevated co-expression of PDEF and CEACAM6 in 67% of Her2^+^ breast tumors, but significantly less frequent (24%) elevated co-expression of these molecules in triple-negative tumors.

**Figure 4:**
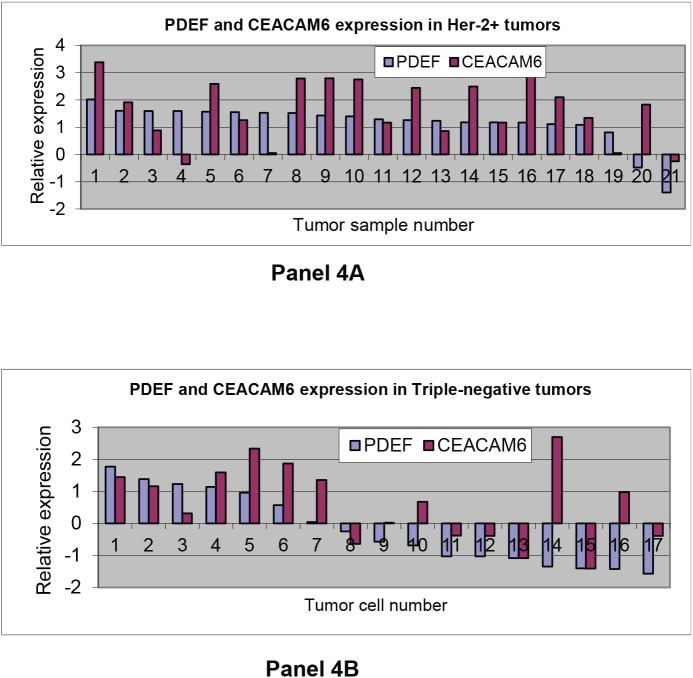
Gene expression analysis of CEACAM6 and PDEF in Her-2 over expressing and in triple-negative breast tumors: The panels 4A and 4B respectively show CEACAM6 expression in relation to PDEF in 21 Her-2 over expressing tumors and 17 triple-negative tumors The qRT-PCR method was used to determine the expression in tumors and in a mixture of normal breast RNA from 5 healthy women. Relative expression in tumors in comparison to normal breast tissues is shown on a log_10_ scale.

### Down regulation of PDEF and CEACAM6 expression by specific siRNAs reduces the viability of cells from BT-474 and SKBR3 human breast tumor cell lines

To determine the contribution of the elevated expression of PDEF and CEACAM6 to the tumor phenotype, their expression was down regulated by specific siRNA in BT-474 and SKBR3 human breast tumor cell lines. The cell viability was determined by the trypan blue dye exclusion assay and by the MTT assay. The results of these experiments are shown in Figure 5 for BT474 cells and in Figure 6 for SKBR3 cells. Briefly for BT474 cells, the panels 5A and 5B show the representative quantitative PCR (qRT-PCR) data on the relative down regulation of CEACAM6 and PDEF by the respective siRNA treatment. As shown, the CEACAM6 mRNA expression was down regulated by CEACAM6 specific siRNAs to 11% of the value for control siRNA treated BT-474 cells (Panel 5A). Similarly, PDEF mRNA expression was down regulated by PDEF specific siRNAs to 19% of the value of the control siRNA treated BT-474 cells (Panel 5B). The corresponding protein level down regulation for these molecules is shown in panels 5C and 5D, and these results were consistent with those shown in panels 5A and 5B. The data in panels 5E and 5F show that CEACAM6 and PDEF down regulation significantly reduced the viability of BT-474 cells as determined by both trypan blue dye exclusion assay (Panel 5E) and by the MTT assay (Figure 5F). Specifically, the viable cell count by trypan blue dye exclusion assay was reduced from 90% for control siRNA treated cells to 69% (p<0.01) and 65% (p<0.01) respectively for CEACAM6 siRNA and PDEF siRNA treated cells. Similarly, the cell viability determination by MTT assay showed significant loss of viability of BT-474 cells following the CEACAM6 (p<0.01) or PDEF (p<0.01) specific siRNA treatment compared to control siRNA treated cells.

**Figure 5:**
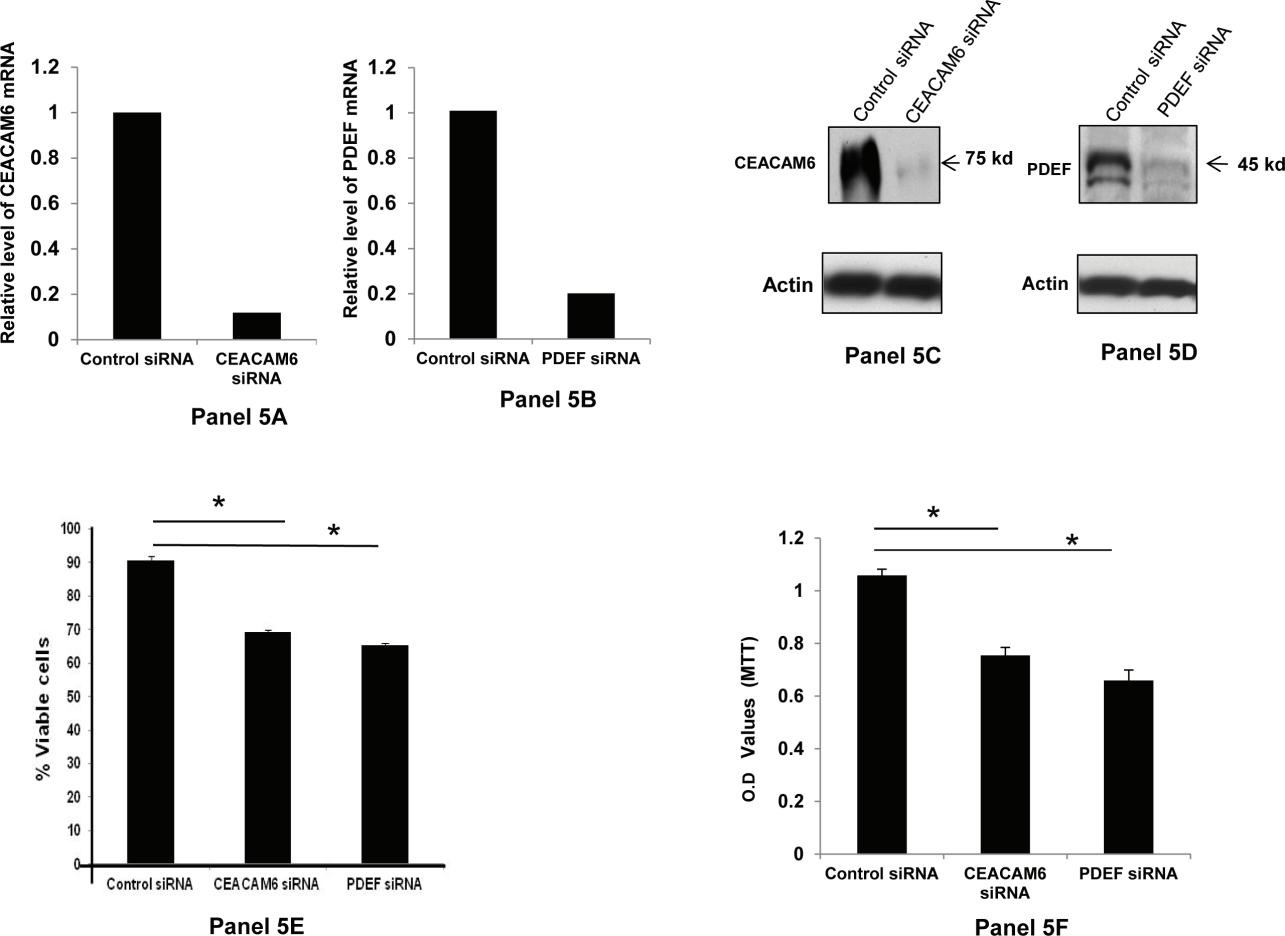
Down regulation of CEACAM6 and PDEF expression and its effect on BT-474 cell survival: Panels 5A and 5B respectively show the relative down regulation of CEACAM6 and PDEF mRNAs following treatment with specific siRNAs, as measured by qRT-PCR The panels 5C and 5D shows the corresponding changes in the CEACAM6 and PDEF protein expression as determined by Western blotting with specific antibodies. Panel 5E shows the percent viable cells in the specific siRNA-treated BT-474 cells relative to those in the control siRNA treated BT-474 cells. Similarly, the Panel 5F shows the relative loss of cell viability in the specific siRNA treated BT-474 cells compared to control siRNA treated cells, as measured by the MTT assay. The O.D. values in Panel 5F are a measure of the metabolically active cells present in the experimental and control samples. The asteriscs (*) in panels 5E and 5F denote the significant p value of <0.01.

**Figure 6:**
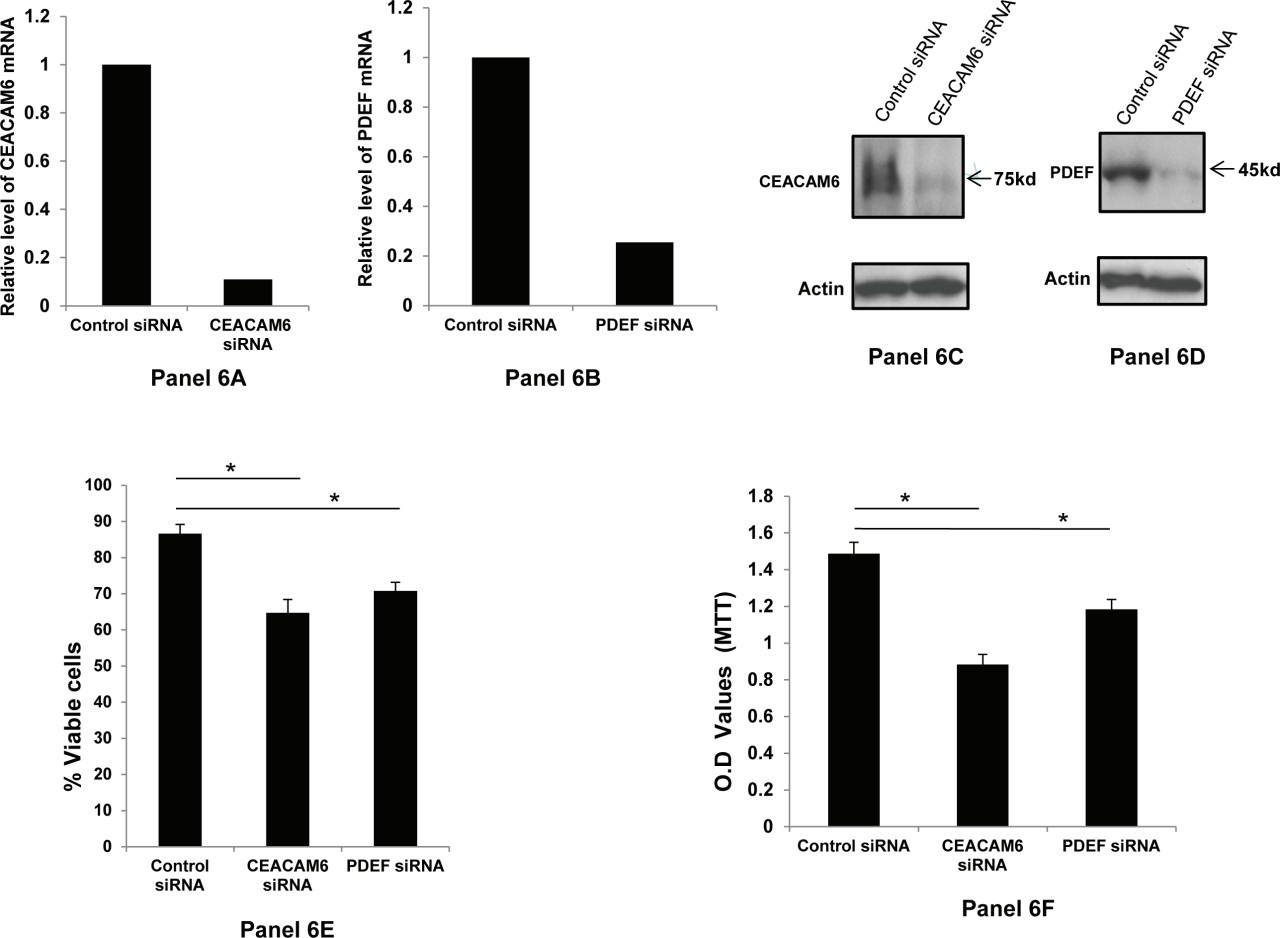
Down regulation of CEACAM6 and PDEF expression and its effect on SKBR3 cell survival: Panels 6A and 6B respectively show the relative down regulation of CEACAM6 and PDEF mRNAs following treatment with specific siRNAs, as measured by qRT-PCR The panels 6C and 6D respectively shows the corresponding changes in the CEACAM6 and PDEF protein expression as determined by Western blotting with specific antibodies. Panel 6E in this figure shows the percent viable cells in the specific siRNA-treated SKBR3 cells relative to those in the control siRNA treated cells. Similarly the Panel 6F shows the relative loss of cell viability in the specific siRNA treated SKBR3 cells compared to control siRNA treated cells, as measured by the MTT assay. The asterics (*) in panels 6E and 6F denote significant p value of <0.01.

Similar to BT-474 cells, the data in Figure 6 show that significant loss of cell viability also occurs when SKBR3 cells are treated with CEACAM6 or with PDEF specific siRNAs. Specifically, the loss of viability following CEACAM6 down regulation is similar for both BT-474 and SKBR3 cells and this is consistent with similar level of down regulation of CEACAM6 in these two cell lines (compare Figure 5, Panel 5A and Figure 6, Panel 6A). However, the loss of viability is slightly lower for SKBR3 compared BT-474 cells following the down regulation of PDEF. This may be attributed to the relatively lower level of PDEF down regulation in SKBR3 cells i.e. to 25% level relative to control siRNA (Panel 6B) in comparison to BT474 cells i.e. to 19% level relative to control siRNA (Panel 5B). Nevertheless, the results on the loss of tumor cell viability shown in Figure 6 are reproducible in separate experiments (n=3) and are significant (p=<0.01) for both CEACAM6 and PDEF and by both trypan blue dye exclusion assay (Panel 6E) and by MTT assay (Panel 6F).

## DISCUSSION

A novel finding of this study is that CEACAM6 is a PDEF induced gene. This association between PDEF and CEACAM6 was not reported previously in the gene expression profiling analysis of PDEF regulated genes [30]. This may be due to the use of different breast tumor cell lines in the two studies. Specifically, we down-regulated the expression of PDEF in the ER^+^ MCF-7 breast tumor cell line of luminal epithelial origin. In contrast, Turner *et al* transfected the ER-negative breast tumor cell lines of the basal epithelial origin [30]. 

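CEACAM6 encodes a membrane-anchored cell adhesion molecule of the carcinoembryonic antigen family, and on both of its probe sets its signal was higher in the arrays labelled PDEF+. On the dimmer probe set the signal was 5657 in PDEF+ and 806 in PDEF- in experiment 1, and 1230 and 243 in experiment 2. On the brighter one it was 5501 and 2375 in experiment 1, and 2256 and 517 in experiment 2. The mean log2 ratio was 2.58 on the dimmer and 1.67 on the brighter, with standard errors from limma with the replicate block of 0.30 and 0.32. On their brightest probe sets CEACAM1, CEACAM3 and CEACAM7 were higher in both experiments too, but under 2-fold in at least 1 of them, and CEACAM7 turned to a log2 ratio of -0.02 in experiment 1 under quantile normalization. Their other probe sets mostly ran the other way in experiment 2. There the ratios were 0.466, 0.897, 0.554 and 0.761 for CEACAM1, 0.804 and 1.63 for CEACAM3, and 0.767 and 0.672 for CEACAM7. Whether CEACAM6 differed from the other members was not tested. CEACAM5, which encodes carcinoembryonic antigen itself, had a ratio of 0.999 in experiment 1, a log2 ratio whose sign turned under quantile normalization (0.06), and a ratio of 2.40 in experiment 2 on its bright probe set. CEACAM1 had ratios of 3.05 and 1.11 on its brightest probe set, and CEACAM7 had 1.15 and 1.42. CEACAM8, a granulocyte gene, had 1.77 and 0.376 on a dim probe set. Of the 7 members, 1 was 2-fold higher in both experiments on its brightest probe set, which was CEACAM6, and none was lower. None of the 7 had an adjusted p under 0.05 from limma over all probe sets. Adjusted over the list alone the number was 0, and 1 with the replicate block, again CEACAM6, which the study chose on these samples. For the family as a list the adjusted p from camera was 0.0972, and 0.0327 with the replicate block, where the adjusted p = 0.623 with an estimated correlation. Without CEACAM6 and the other genes of Supplementary Table 1, a setting chosen after seeing the data, it was 0.422, and 0.213 with the replicate block. With each array's median set to the common mean and each array left out in turn, an alternative chosen after seeing the data, the log2 ratio on the brighter probe set lay between 0.96 without the PDEF+ array of experiment 2 and 2.30 without the PDEF+ array of experiment 1.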

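Of the 22 markers of luminal mammary epithelial cells on the array, all above the median level, 10 were higher and 3 were lower in the arrays labelled PDEF+ in both experiments. Their median log2 ratio of PDEF+ over PDEF- was 0.13 in experiment 1 and 0.07 in experiment 2, and none was 2-fold higher or lower in both experiments. The trefoil factor gene TFF3 had a ratio of 1.02 in experiment 1 and 4.83 in experiment 2, and the keratin gene KRT7 had 1.64 and 2.49. The carbonic anhydrase gene CA12 had ratios of 0.694 and 0.361, and TBX3, a T-box repressor, 0.757 and 0.365. The adjusted p of the list from camera was 0.560, and 0.221 with the replicate block. Over the alternatives it lay between 0.0313, with the replicate block above the median level, a setting chosen after seeing the data, and 0.985, with an estimated correlation, and it was 0.625 with both an estimated correlation and the replicate block. Of 26 genes that estradiol induces in MCF-7 cells, 1 was 2-fold higher in both experiments, the fatty acid elongase gene ELOVL2, with 4.71-fold and 2.40-fold. The scaffold protein gene PDZK1 had ratios of 10.3 and 1.08, and MYC had 0.962 and 0.294. The median log2 ratio of this list was 0.27 in experiment 1 and -0.01 in experiment 2. Its adjusted p from camera was 0.137, and 0.0327 with the replicate block, where the adjusted p = 0.625 with an estimated correlation.
Of 21 markers of basal and mesenchymal-like cells, 1 was 2-fold higher and 2 were 2-fold lower in PDEF+ in both experiments. TWIST1, a transcription factor of mesenchymal cells, was 10.1-fold lower and the matrix protein gene SPARC 5.01-fold lower, and ZEB2, another such factor, was higher by a mean log2 ratio of 2.38, but the probe sets of all 3 lay below the 10th percentile of signal. CAV1, which encodes the coat protein of caveolae, had ratios of 3.91 and 1.99 on a bright probe set. The median log2 ratio of this list was 0.24 and its mean -0.05, and camera placed it lower with an adjusted p of 0.926 and, with the replicate block, higher with 0.301. For its 8 genes above the median level camera placed it higher with an adjusted p of 0.00138. In that setting a control list of housekeeping genes also had 0.0294. Of 15 genes described before as regulated by PDEF, 1 was 2-fold lower in both experiments, TWIST1. The cyclin-dependent kinase inhibitor gene CDKN1A had ratios of 2.32 and 1.79, and VIM, which encodes vimentin, 0.681 and 0.168. The median log2 ratio of this list was -0.12, with an adjusted p from camera of 0.257. No expected direction was set for its genes, so opposite changes would cancel in the median and in camera. These values therefore cannot say whether the genes respond to PDEF. In these 4 lists none of the members had an adjusted p under 0.05 from limma, over all probe sets or adjusted over the list alone, with or without the replicate block.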

Presumably, the availability of specific co-activators/transcription regulators in the luminal versus basal epithelial breast tumor cell lines may differ and lead to the differences in the regulation of CEACAM6 by PDEF. The largely concordant expression of PDEF and CEACAM6 in primary breast tumors (Figure 2) is also consistent with the notion that CEACAM6 is a PDEF induced gene in breast cancer.

Our screening of the HG-U133A human gene chips with probes from the PDEF-expressing MCF-7 cells and PDEF-lacking MCF-7 cells showed that PDEF regulates the expression of a large number of genes in the MCF-7 breast tumor cell line. However, further analysis of three of the PDEF induced genes, namely S100A7, CEACAM6 and B7-H4 in primary human breast tumors revealed that only CEACAM6 showed concordance and elevated co-expression with PDEF in primary tumors. 

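Gene lists were written before the data were examined. For genes of cornifying epidermis the median log2 ratio of PDEF+ over PDEF-, as the arrays are labelled, was 0.39 in experiment 1 and 0.69 in experiment 2 over 27 genes, and 4 of them were 2-fold higher in both experiments and none was lower. CRCT1 was 5.76-fold and 2.19-fold higher on a dim probe set, and SPRR1B, which encodes a protein of the cornified envelope, had ratios of 1.47 and 6.62. For this list the adjusted p from camera was 1.50e-06, and 7.12e-05 with the replicate block. The adjusted p = 0.985 with an estimated correlation, and 0.623 with the replicate block. Without the block every list had 0.985 in this setting, so that value says nothing about a particular list. The difference in brightness between the experiments enters the spread there. Only 6 of the 27 genes lay above the median level, and S100A7, CDSN and CRCT1 of this list were chosen by the study on these samples. With the genes of Supplementary Table 1 left out, a setting chosen after seeing the data, the adjusted p was 0.00948 for the other 24 genes.
Interferon-stimulated genes had a median log2 ratio of 0.14 in experiment 1 and 0.34 in experiment 2 over 35 genes, with 2 that were 2-fold higher in both experiments and 1 that was lower. IFI6 was 2.65-fold and 4.06-fold higher and IFI27 5.53-fold and 3.34-fold, while the immunoproteasome gene PSMB8 was 3.11-fold lower on a dim probe set. Tested with camera the adjusted p was 0.0437, and 0.00484 with the replicate block. For this list too, the adjusted p = 0.985 with an estimated correlation, and 0.623 with the replicate block. Genes of desmosomes and adherens junctions had a median log2 ratio of 0.32 in experiment 1 and -0.02 in experiment 2 over 23 genes, and 2 were 2-fold higher in both experiments. These were CDSN and CTNNB1, which encodes beta-catenin and was 2.90-fold and 2.15-fold higher. The median of the list was shifted in experiment 1, where the 5' to 3' ratio of the actin control also differed, 1.04 in PDEF+ and 0.425 in PDEF-. By camera the adjusted p of this list was 0.00689, and 0.0103 with the replicate block. The adjusted p = 0.985 with an estimated correlation, as for every list, and 0.623 with the replicate block. CDSN, CTNNA2 and DSC2 of this list were chosen by the study on these samples, and with the genes of Supplementary Table 1 left out, a setting chosen after seeing the data, the adjusted p from camera was 0.472 for the other 20 genes, and 0.106 with the replicate block. Mucus-secreting epithelia use PDEF as a regulator, and of 25 genes of such cells 2 were 2-fold higher in both experiments and 1 was lower. MUC2 was 2.72-fold and 4.99-fold higher and the ribonuclease gene ANG was 4.12-fold lower on average, all on probe sets below the median level. The adjusted p of this list from camera was 0.0733.
Among 24 Ets transcription factors, the family of PDEF, none was 2-fold higher or lower in both experiments. ERF, an Ets repressor, had ratios of 1.83 and 1.84 on a bright probe set, and the adjusted p of the list from camera was 0.932. In these 5 lists none of the members had an adjusted p under 0.05 from limma over all probe sets or adjusted over the list alone. With the replicate block and adjusted over the list alone, 1 epidermal gene, S100A7, and 1 secretory gene, MUC5B, had one, and both were chosen by the study on these samples.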

The lack of concordance between PDEF and S100A7 or PDEF and B7-H4 expression in primary tumors underscores the need to confirm the cell line derived data in primary tumors, in order to determine the potential clinical significance of the specific gene expression changes observed in the gene-chip microarray screens of breast tumor cell lines. Presumably, in primary tumors, other factors of tumor cell origin and/or those contributed by the stromal cells present in the tumor microenvironment may alter the expression of S100A7 and B7-H4, thereby masking their PDEF mediated induction. Alternatively these genes might not be the direct transcriptional targets of PDEF, but rather indirect consequence of other PDEF regulated genes in the stably transfected MCF-7 cells.

CEACAM6 was previously reported to be overexpressed in breast cancer however, the level of CEACAM6 over expression appeared modest presumably since immunohistochemistry alone was used to assess CEACAM6 expression [28]. In contrast, our analysis used the qRT-PCR, Western blotting and immunohistochemistry methods and found highly elevated expression of CEACAM6 in most breast tumors. This may be appreciated from the data shown in Figure 2, panel 2A and in Figures 3 and 4. Specifically, the level of over expression in the 8 CEACAM6 high tumors shown in Figure 2, panel 2A ranged from 46-fold for tumor #4 to 4705-fold for tumor #1). Moreover, from the analysis of 131 primary tumors, 86% of ER+, 71% of Her2+ and 47% of triple negative breast tumors exhibited 10-fold or higher levels of CEACAM6 expression. This study therefore provides a more detailed understanding of the CEACAM6 expression in breast cancer.

Perhaps the most important findings of this study are the elevated co-expression of PDEF and CEACAM6 in a high percentage (72%) of the primary human breast tumors (Figures 2A, 3 and 4) and the essential role of these molecules in the survival of the human breast tumor cell lines (Figure 5 and 6). These results confirm the oncogenic role of PDEF in breast cancer; however, to our knowledge a causative role of CEACAM6 in breast tumor growth and/or survival was not reported previously. Hence, our findings that down regulation of CEACAM6 by siRNA led to the loss of the viability of BT474 and SKBR3 cells (Figures 5 and 6) are novel and demonstrate an oncogenic role for CEACAM6 in breast cancer. These results together with the frequent elevated co-expression of these molecules establish PDEF-CEACAM6 as a highly active oncogenic axis in breast cancer. Moreover this oncogenic axis is active across the different breast tumor types characterized by the hormone receptor and Her2 expression status. This widespread elevated co-expression across the breast tumor types is perhaps why this oncogenic axis was not discovered previously in the microarray-based expression profiling studies of primary breast tumors. Presumably, in those studies the main focus was to identify the gene expression signatures specific to the individual tumor subtypes [31].

The results presented in this study also suggest high promise of targeting PDEF and CEACAM6 in breast cancer, independent of and/or in conjunction with the existing ER and Her2 targeted treatments of hormone receptor-positive and Her2 over expressing tumors. The elevated co-expression in 24% of triple negative breast tumors further suggests the potential for developing novel targeted approaches to the treatment of these tumors for which targeted treatments are not currently available. The importance of PDEF and CEACAM6 as targets is further evident when considering the results from the comprehensive genome wide sequencing and expression analysis of a large number of human breast tumors [reviewed in 32 and 33]. Specifically, significant novel targetable oncogenes were not identified in these studies [32]. Moreover, with the exception of the PI3K oncogene that suffered mutations in 30-35% of breast tumors, the vast majority of the frequently occurring mutations in these tumors were restricted to tumor suppressor genes that are difficult to target [32, 33].

How PDEF and CEACAM6 over expression may promote breast tumor progression may be envisioned as follows. Based on the data from Figures 5 and 6, one mechanism appears to be to promote enhanced survival of tumor cells. Secondly, the elevated CEACAM6 expression on tumor cells may increase intercellular interactions between tumor cells (since CEACAM6 is a cell adhesion molecule), leading to their increased adhesion and the formation of cellular aggregates. These tumor cell aggregates may exhibit increased arrest in the capillary beds during circulation resulting in increased metastatic efficiency. Moreover, among the non-epithelial tissues granulocytes and myeloid cells express CEACAM6 at appreciable levels [29]. This further suggests the potential to form mixed tumor cell-myeloid cell aggregates that in addition to contributing to increased metastatic efficiency may also induce immune suppression in the tumor microenvironment. Further research is needed to test these hypotheses and to develop a better understanding of the role of the PDEF-CEACAM6 oncogenic axis in breast cancer.

## MATERIALS AND METHODS

### Cell lines and reagents

MCF-7, BT-474 and SKBR3 human breast tumor cell lines were purchased from American Type Culture Collection. The authenticity of these cell lines is periodically verified by the supplier by short tandom repeat DNA profiling and by specific isoenzyme expression. These cell lines were grown in Dulbecco's Modified Eagle Medium supplemented with 10% fetal bovine serum. Mouse anti-CEACAM6 monoclonal antibody 9A6 (GM0509) was purchased from Aldevron, USA and mouse anti-actin antibody was purchased from Sigma, USA. Anti-PDEF rabbit polyclonal antibody was prepared in our lab as described previously (15). PDEF, CEACAM6, S100A7, B7-H4 and GAPDH specific TaqMan gene expression assays and the associated reagents were purchased from Applied Biosystems Inc, USA.

### shRNA mediated down-regulation of PDEF expression

Using optimal criteria in an algorithmic program from InvivoGen, USA, a 21 nucleotide sense PDEF sequence (shown underlined) and its complement (shown in italics and underlined) from the coding region of the PDEF mRNA were selected to design the PDEF shRNA encoding DNA sequence:5'--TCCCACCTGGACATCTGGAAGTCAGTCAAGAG*CTGACTTCCAGATGTCCAGGT*TT-3' (sense)5'-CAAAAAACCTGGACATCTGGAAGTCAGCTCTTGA*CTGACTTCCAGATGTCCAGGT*-3' (anti-sense). These two DNA sequences were annealed and cloned into psiRNAH1zeo vector (InvivoGen, USA) at the BbsI site to generate plasmid pPDEF-shRNA expression vector. After sequence confirmation, 5 μg each of the pPDEF-shRNA plasmid or vector plasmid were transfected into MCF-7 cells in serum-free medium using lipofectamine^TM^2000 Plus and following the manufacturer's instructions (Invitrogen, USA). Stable transfectants were selected using Zeocin (500 μg/ml). After drug selection, transfectants were evaluated for PDEF expression by RT-PCR and Western blotting.

### Analysis of PDEF expression in MCF-7 transfectants

RNA was isolated from PDEF shRNA plasmid transfected, vector plasmid transfected and control untransfected MCF-7 cells by Tri reagent^TM^ (Molecular Research Center Inc Cincinnati, OH) using manufacturer's instructions and tested for quality on 1% agarose/formaldehyde gel. Intact 28S and 18S ribosomal RNA bands were used as criteria for RNA quality for further use. The expression of PDEF and GAPDH was analyzed by RT-PCR using the following primers. For PDEF, 5'-ATGGGCAGCGCCAGCCCGGGTC-3^'^ (sense) and 5'-TCAGATGGGGTGCACGAACTGGT-3' (anti-sense); and for GAPDH, 5^'^-GCTTCCCGTTCTCAGCCTTGAC-3' (sense) and 5^'^-ATGGGAAGGTGAAGGTCGGAG-3^'^ (anti-sense) primers were used. For PDEF protein expression analysis, cell lysates were prepared and analyzed by Western blotting using anti-PDEF antibody.

### Screening HG-U133A human gene chips and identification of PDEF regulated genes

Hybridization probes were generated from RNA isolated from PDEF shRNA plasmid transfected and control vector plasmid transfected MCF-7 cells by using the Affymetrix protocol. Briefly, cells were washed twice in PBS and then homogenized in Trizol using a Polytron® homogenizer. Samples were prepared for GeneChip analysis as described in the Affymetrix GeneChip Expression Analysis Manual (Affymetrix Inc, Santa Clara, CA). Total RNA was isolated and cleaned using RNeasy columns and the quality assessed using the Agilent Bioanalyzer Lab on Chip. Using 40μg of total RNA double stranded cDNA was synthesized using the Superscript Choice System. A T-7(dT24) primer was used to prime the first strand cDNA synthesis. An in-vitro transcription reaction, which amplifies and biotinylates the samples, was then performed. For this step a BioArray® was used and the template labeled by incorporation of biotinylated-11-CTP and 16-UTP ribonucleotides (ENZO Diagnostics, USA). At each stage of this process the quality of the samples was monitored using both gel electrophoresis and spectrophotometry readings. The biotinylated cRNA was then purified, fragmented and hybridized to Affymetrix HG-U133A GeneChip arrays and scanned following streptavidin-phycoerythrin staining. Partek Genomics Suite Software was used to identify transcripts that were up or down regulated 2-fold or greater in the control (PDEF+) versus shRNA transfected (PDEF-) MCF-7 cells. These data were submitted to Gene Expression Omnibus database and can be accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE37662).

### Tissue procurement and RNA isolation from primary breast tumors

All patients (n=131) included in this study had a diagnosis of invasive ductal carcinoma of the breast. The tumors included the three major breast tumor types characterized by the hormone receptor and Her2 status and constituted 93 ER^+^, 21 Her2 over expressing (Her2^+^) and 17 triple-negative tumors as determined by immunohistochemistry. The Roswell Park Cancer Institute Institutional Review Board approved this study. Total RNA was isolated from breast tumor samples using the Trizol Reagent (Ambion, Life Technologies Inc, USA) according to manufacturer's instruction. The quality of the isolated RNA was checked by RIN (RNA integrity number) using the Agilent Bioanalyzer and RIN value was from 7 to 9. Total RNA mixture from normal breast tissue from 5 healthy women was purchased from BioChain Institute, Inc, USA.

### Gene Expression by qRT-PCR

For quantitative RT-PCR, 1μg of the total RNA from each breast tumor as well as normal breast RNA was reverse transcribed using the High-Capacity cDNA Reverse Trancription Kit (cat# 4368814, Applied Biosystems, Inc, USA). The manufacturer's instructions were followed, using the Random Primers and MultiScribe™ Reverse Transcriptase enzyme. The reactions were programmed for 10 min at 25°C followed by 120 min at 37°C in a Peltier Thermalcycler PCR machine (MJ research Inc, USA). The cDNA synthesized was then used as template in the qPCR experiments using the specific gene expression probes. Real time amplification was performed on a 7900HT Fast system with standard 96-well block (Applied Biosystems, Inc, USA) using the TaqMan Gene expression Master Mix (cat# 4369016, ABI). The reactions were set in triplicate for each sample in a 10μl volume comprising of cDNA template with the specific TaqMan Gene Expression assay for PDEF, CEACAM6, S100A7, B7-H4 or GAPDH. The endogenous control GAPDH expression level was used in calculating the ΔCt values for specific genes in tumor and normal breast samples. Relative expression in tumor versus the normal breast tissue was calculated by formula 2^−ΔΔCt^, where-in ΔΔCt represents the difference in the ΔCt values of a specific gene in the tumor versus normal breast tissue as control.

### Western Blot Analysis

Frozen Breast Tumor tissue specimens from 7 patients were used for the preparation of the protein lysates. About 0.1g tumor tissue was homogenized in 0.5ml of ice cold RIPA buffer (150mM NaCl, 1% NP-40, 0.5% Sodium Deoxycholate, 0.1%SDS and 50mM Tris, pH8.0) containing protease inhibitor cocktail (Roche). Subsequently the lysates were briefly sonicated (few cycles of 15 sec) and clarified by centrifugation at 12000 rpm, 4°C. The total protein concentration was measured using the Pierce BCA protein assay kit (Thermo Scientific Inc, USA) with BSA as standard and according to the manufacturer's instructions. 50μg protein lysate from each tumor tissue were subjected to 10% SDS-PAGE, and the resolved proteins were electroblotted onto nitrocellulose membrane (Bio-Rad). After blocking 1hr at room temp in 5% non fat milk powder, membranes were incubated with 4ug/ml anti human CEACAM6 monoclonal antibody 9A6 (Aldevron, USA) and anti-actin rabbit polyclonal antibody (Sigma) at 4°C overnight with shaking. Subsequently membranes were washed in TBST buffer and incubated with HRP conjugated goat anti mouse /rabbit antibodies (Bio-Rad). The protein bands were visualized with SuperSignal West Pico enhanced chemiluminescence substrate (Thermo Scientific Inc, USA) using Kodak Film.

### Immunohistochemical analysis of CEACAM6 expression

Paraffin embedded tumor tissue sections were cut at 4 micrometer, placed on charged slides, and dried at 60°C for one hour. Slides were cooled to room temperature, deparaffinized in three changes of xylene, and rehydrated using graded alcohols. For antigen retrieval, slides were treated by heating in the microwave for 10 minutes in citrate buffer (pH 6.0), followed by a 15 minute cool down. Endogenous peroxidase was quenched with aqueous 3% H_2_O_2_ for 10 minutes and washed with PBS/T. Slides were loaded on a DAKO autostainer and serum free protein block (DAKO catalog #X0909) was applied for 5 minutes, blown off, and the anti-CEACAM6 antibody was applied for one hour. Positive and negative control slides were supplied by the pathology core. Labeled polymer HRP anti-Mouse (DAKO # K4007) Envision was then applied, followed by the DAB chromagen (DAKO). Finally, the slides were counterstained with hematoxylin, dehydrated, cleared and cover slipped.

### siRNA Transfection to down regulate CEACAM6 and PDEF expression

Mixtures of two “Silencer Select” siRNAs (Invitrogen) each for CEACAM6 and PDEF were used to down regulate their expression. Their sequences are shown below.

For CEACAM6
Sense (5^′^-3^′^) GCCCUGGUGUAUUUUCGAUtt
Antisense (5^′^-3^′^) AUCGAAAAUACACCAGGGCtg
And
Sense (5^′^-3^′^) CCGGACAGUUCCAUGUAUAtt
Antisense (5^′^-3^′^) UAUACAUGGAACUGUCCGGtt
For PDEF
Sense (5^′^-3^′^) CCUGGACAUCUGGAAGUCAtt
Antisense (5^′^-3^′^) UGACUUCCAGAUGUCCAGGtg
And
Sense (5^′^-3^′^) CUGUCCGCCUUCUACCUCUtt
Antisense (5^′^-3^′^) AGAGGUAGAAGGCGGACAGtg

Briefly, BT-474 or SKBR3 cells were seeded at 2-4×10^5^ cells (30-50% confluency) per well of a 6-well culture dish before the day of transfection. Next day, transfection complexes were made in OPTI-MEM serum-free media (Invitrogen) comprising of 100 nM of the siRNA pools with gentle mixing of the INTERFERin transfection reagent (cat#409-10, Polyplus Transfection, France) according to the manufacturer's instructions. The siRNA and transfection reagent complexes were incubated for 10 min at room temperature and then added to the adherent cells in a final volume of 2.2 ml complete media per well of the 6-well culture dish. After 48 hr incubation the transfected cells were harvested and used for protein and RNA expression analysis and for cell viability assays.

### Cell viablility assays

The siRNA transfected BT-474 or SKBR3 cells at 48hr following transfection were counted for viable cell number by the Trypan blue dye exclusion assay and percent viable cells were calculated. Also the MTT cell viability assay was used according to the standard procedures with minor modifications (Invitrogen protocols). This assay is based on the conversion of the tetrazolium salt MTT (3-(4, 5-dimethythiazol-2-yl)-2, 5-diphenyl tetrazolium bromide) to formazan crystals by metabolically active cells. Briefly, at 48 hr following transfection with siRNA, the transfected cells were seeded at 30,000 cells for BT-474 and 10,000 cells/ well for SKBR3 in triplicate for each sample in a 96 well plate. Next day, medium was changed with 100ul serum free media and the MTT solution was added (10ul of stock solution, 5mg/ml) and the cells were incubated for 4 hours. At the end of the incubation, media was removed and solubilizing agent DMSO was added to each well to dissolve the Formazan crystals formed. After gentle mixing the absorbance of the purple color formed was measured at 540nm in a spectrophotometer. The significance of the differences in cell viability between the mean values within groups was tested by using Student's *t* test. The data are presented as mean from 3 separate experiments plus standard deviation. Differences were considered to be statistically significant at *P<*0.05.

## Supplementary Tables

# Supplementary material for: Prostate derived Ets transcription factor and Carcinoembryonic antigen related cell adhesion molecule 6 constitute a highly active oncogenic axis in breast cancer
**Source:** Oncotarget. 2013 Apr 10;4(4):610–21. doi: 10.18632/oncotarget.934
**Supplement:** Supplementary file 1

**Supplementary Table 1. Genes up regulated 5-fold or higher by PDEF in MCF-7 breast tumor cell line**

Color key for function/role in cancer: Green, cell-cell/cell-matrix adhesion; Pink, regulation of immunity; Dark blue, cell growth/survival; Light blue, bone morphogenesis/ growth and Yellow, transcription regulation. 

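Supplementary Table 1 gives for each gene the fold by which it was higher in PDEF-positive than in PDEF-negative MCF-7 cells, with a putative function. All 82 fold values used here, which are the paper's, lay within 0.005 of a power of 2 whose exponent is a multiple of 0.05. The median of the paper's values over the 75 genes on the array was 6.28. In the deposited table the median over the same genes was 6.61 on the probe set with the largest ratio of each gene, as the mean log2 ratio of both experiments turned into a fold. Of the 75 genes, 62 lay within 1.5-fold of the paper's value on that probe set and 29 did so on the brightest probe set. Across genes, which are not independent replicates, Pearson's r between the paper's values and those on the probe set with the largest ratio was 0.652 on the log2 scale and Spearman's rho was 0.661. A word in the function column can place a gene in more than 1 group.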

The putative functions for individual genes were assigned based on the literature review.

How the deposited data were processed for this re-analysis (not part of the article)

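Messenger RNA levels were measured in MCF-7 breast tumor cells stably transfected with a PDEF shRNA plasmid (labelled PDEF-) or with the control vector plasmid (labelled PDEF+), on 4 one-color HG-U133A arrays, 2 per group. The values that the authors deposited are signal intensities on a linear scale, 1 per probe set and array. The submitters' processing notes name GCOS and Partek without versions, and the paper states that Partek Genomics Suite was used to find transcripts that differed 2-fold or more. The summary algorithm, the scaling target, any detection calls, the versions and a genome build are not given in the sources used here. Signals ranged from 0.164 to 93972, and the medians of the arrays show no scaling between the experiments. Background per array is not known, so no bound on dim signals could be set, and the level of a probe set (its mean log2 signal over the 4 arrays, with a median of 8.28) stands in for it. The number of arrays limits the precision.

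Probe sets were named through the platform annotation given with the data, whose symbols were checked against a current gene table through their Entrez numbers, and 0 symbols were changed. AFFX control probe sets were left out of all counts and tests. Ratios of PDEF+ over PDEF- were computed within each experiment on the values as deposited, and the paper's rule of 2-fold or higher in both experiments was applied to them. A fold over both experiments is the antilogarithm of the mean log2 ratio. Log2 signals were fitted with limma 3.58.1 in R 4.3.3, with a variance trend and without the replicate number as a block, and p-values were adjusted by the Benjamini-Hochberg method over all 22215 probe sets. A gene is represented by its brightest probe set, except in counts of Supplementary Table 1, where any probe set of a gene may meet the rule, and the brightest is given beside it. Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and statsmodels 0.14.6, and plots used matplotlib 3.10.9.

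The paper states that 2 separate experiments were performed, and the replicate numbers are taken to pair the arrays for that reason. The correlation of the deviations of the arrays from their group means was -0.04 over all probe sets and -0.10 over those above the median level. Values with the replicate block are printed where they change a call or a count. The block leaves 1 residual degree of freedom, and limma borrowed 4.03 degrees of freedom from all probe sets. Without the block the difference in brightness between the experiments enters the spread, the median standard deviation was 2.41 against 0.464 with the block, and limma gave all probe sets an infinite prior degree of freedom. The labels call replicate 2 of each group a biological replicate. Whether the experiments used separate transfections or cultures is not given in the sources used here, so p-values measure the spread between these arrays.

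The script was tested on simulated data for the comparison of PDEF+ with PDEF- on 22215 probe sets, of which 100 were changed 4-fold and 100 were changed 16-fold. With the spread of each probe set drawn from the prior that limma fitted with the block, 81.0% of the probe sets changed 4-fold and 100% of those changed 16-fold met the rule of 2-fold in both experiments, and limma with the block called 5.00% and 38.0% of them and 4 of the 22015 unchanged. In a second simulation each probe set kept its own fitted spread. There limma with the block called 58.0% and 98.0% of the changed probe sets and also 77 of the unchanged, so at this number of arrays its calls are too many where the spread differs strongly among probe sets. Limma without the block called 0 of the changed and at most 1 of the unchanged probe sets. The first form of the simulation was added after the second had shown these false calls.

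Named genes were chosen by a rule fixed before the data were examined, as were the 23 gene lists and most alternatives. The rule takes every gene the paper names on these cells, up to 12 genes per direction with the largest mean difference among probe sets that passed limma and were 2-fold in both experiments, the first 10 genes of Supplementary Table 1, whose values were seen beforehand, and up to 4 members of each list with the lowest limma p. Where too few passed, probe sets above the median level with an unadjusted p under 0.05 were to be taken. Without the block 0 genes met this part of the rule. The same rule with the replicate block gave 12 genes in each direction, and that fit was chosen after the values were seen. Gene lists were tested with camera at a preset correlation of 0.01 on 1 probe set per gene, and lists with under 5 genes on the array were not tested. Names in Supplementary Table 1 were turned into symbols by hand. Of its 82 entries used here, 7 genes had no probe set with 1 symbol.

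The alternatives were median centring, quantile normalization, a floor at the 25th percentile or at the median of all signals, a restriction to probe sets above the median level, crossed pairing of the arrays, all 4 comparisons of a PDEF+ with a PDEF- array, the mean of both experiments in place of each, 5-fold in each experiment, counting genes in place of probe sets, another choice of probe set, limma without the trend or with the replicate block, camera with an estimated correlation, fry, and each array left out in turn. Combinations of these that were added after the data had been seen are named as such. No sample was left out. Tumor and siRNA experiments of the paper were not analysed here.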

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

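The gene lists named here were written before the data were examined, and the results were picked out after their values had been seen. They were picked because they lie in genes that the paper does not discuss, apart from SCD and ACACB of the fatty acid list. Directions rest on the labels of the arrays, between which SPDEF was lower in PDEF- on all 5 of its probe sets in experiment 2 but higher in PDEF- on the 3 brightest in experiment 1.

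Genes of fatty acid and cholesterol synthesis were higher in the array labelled PDEF+ of experiment 1, with a median log2 ratio of 0.89 over 20 genes, of which 17 were higher. In experiment 2 the median was 0.17, with 13 of 20 higher. On its brightest probe set the desaturase gene SCD had ratios of 4.14 and 1.72, INSIG1, a sensor of sterols, 4.72 and 1.12, IDI1, an isomerase of the sterol pathway, 2.47 and 1.31, and ACACB, an acetyl-CoA carboxylase, 2.55 and 1.32. SCD and ACACB are also in Supplementary Table 1. The adjusted p from camera was 0.00689, and 7.12e-05 with the replicate block. With the floors at the 25th percentile and at the median it was 0.190 and 0.289. With the genes of that table left out, a setting chosen after seeing the data, it was 0.0443 for the other 18 genes, and 0.00123 with the replicate block. The adjusted p = 0.985 with an estimated correlation, and 0.623 with the replicate block. None of the 20 genes had an adjusted p under 0.05 from limma, over all probe sets or adjusted over the list alone.

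Genes of mitosis and DNA replication were lower in the array labelled PDEF+ of experiment 1, with a median log2 ratio of -0.50 over 32 genes, of which 31 were lower. In experiment 2 the median was -0.09, with 19 of 32 lower. The kinetochore gene CENPF had ratios of 0.678 and 0.322, the replication helicase genes MCM2 0.685 and 0.606 and MCM5 0.516 and 0.882, and the cyclin gene CCNE1 0.591 and 0.727. The adjusted p from camera was 0.0454, and 1.93e-04 with the replicate block. With the floors at the 25th percentile and at the median it was 0.190 and 0.289. None of the genes of Supplementary Table 1 is in this list. With them left out of the comparison, a setting chosen after seeing the data, it was 0.0548, and 5.84e-04 with the replicate block. The adjusted p = 0.985 with an estimated correlation, and 0.623 with the replicate block. None of the 32 genes had an adjusted p under 0.05 from limma, over all probe sets or adjusted over the list alone. Both lists moved mainly in experiment 1, where the 5' to 3' ratio of the actin control also differed between the arrays, 1.04 in PDEF+ and 0.425 in PDEF-. Above the median level, log2 signals of that PDEF+ array had the lowest correlations with the other arrays. They were 0.891 with PDEF- of experiment 1, 0.925 with PDEF+ and 0.933 with PDEF- of experiment 2. Among the other arrays they lay between 0.940 and 0.961.

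Above the median level, 18 probe sets were 2-fold or lower in PDEF+ in both experiments, AKR1C2 and RETREG1 among them. Above the same level, 26 probe sets with 1 symbol whose gene is not in Supplementary Table 1 were 2-fold or higher in both, CLIC3 and CXCR4 among them. For neither group was a test of the single probe sets passed.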

How the results depend on the processing

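The combined settings named as added were chosen after seeing the data. Counts of probe sets that were 2-fold higher and 2-fold lower in both experiments, of those with a mean of 5-fold, and of genes of Supplementary Table 1 are given in this order, and as deposited they were 493, 264, 123 and 59. Median centring (453, 266, 117 and 59), quantile normalization (400, 308, 100 and 57) and counting genes (388, 204 and 101) kept them within 1.5-fold. They were 54, 35, 14 and 12 with a floor at the 25th percentile, 16, 6, 2 and 3 with a floor at the median, and 39, 18, 9 and 8 among probe sets above the median level. Median centring followed by a floor at the median, which was added, gave 39, 11, 5 and 7. Crossed pairing gave 70, 32, 41 and 18, and after median centring, which was added, 481, 319, 117 and 69. All 4 comparisons gave 37, 19, 30 and 13, and after median centring, also added, 274, 173, 104 and 57. For comparison the 2-fold rule was applied to experiment 1 over experiment 2 in both groups, after median centring. This split by experiment gave 414 higher and 338 lower, against 453 and 266 for PDEF+ over PDEF-. Above the median level it gave 8 and 50, against 47 and 13 for PDEF+ over PDEF-. With the mean of both experiments 1537 were higher and 951 lower, with 5-fold in each experiment 51 remained, and on the brightest probe set of each gene 31 of the table. Leaving out an array leaves the other experiment alone, and the counts were 1872 without an array of experiment 1 and 3133 without one of experiment 2 for higher, 1790 to 2034 for lower, 363 to 737 for 5-fold and 65 to 69 for the table. A floor by its construction removes ratios between dim signals, and as deposited it cut more of the dimmer experiment 2. Crossed pairing and all 4 comparisons as deposited divide arrays of unequal brightness. Median centring moved the counts of crossed pairing from 70 and 32 to 481 and 319, so this offset had lowered them. Other causes were not tested.

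No setting of limma gave an adjusted p under 0.05, the replicate block included, and the smallest adjusted p was 0.709 after median centring. The sign of SPDEF reversed, to 0.21 without PDEF+ replicate 2, to 0.82 without PDEF- replicate 1 and to 0.73 on the probe set with the largest difference, and its range over the arrays left out was -1.54 to 0.82. The values with an array left out carry the difference in brightness between the experiments. After median centring, added, they were 0.36 without PDEF+ replicate 1, -1.14 without PDEF+ replicate 2, and -0.39 without either PDEF- array. CEACAM6 (0.57 to 2.77), S100A7 (1.30 to 3.96) and VTCN1 (1.72 to 5.13) kept their sign with each array left out, and after median centring, added, the ranges were 0.96 to 2.30, 2.35 to 2.85 and 2.99 to 3.78.

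Of the 23 lists, camera placed 5 at an adjusted p under 0.05, and 8 with the replicate block, which changed no call of limma. The number was 0 with an estimated correlation and 0 with fry, also with the block (0 and 0, added), 8 after quantile normalization, 1 and 2 with the floors at the 25th percentile and the median, 9 above the median level, 3 without the trend, and 1 to 4 with an array left out, the lowest without PDEF- replicate 1. With the replicate block it was 11 above the median level and 9 after median centring and a floor at the median, both added. With the genes of Supplementary Table 1 left out, added, it was 3, and 6 with the replicate block. Above the median level the CEACAM, bone, fibroblast, leukocyte, endothelial and neuronal lists had under 5 genes and were not tested. The lists called there, with and without the block, include the housekeeping genes. The cause was not tested. Signal over background is not known, which limits what can be said of dim probe sets.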

Differences from the paper's values

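The paper reports 1318 genes up-regulated 2-fold or higher in both experiments, and the deposited table gave 493 probe sets. The fold values in the paper's table lie on steps of 0.05 in log2, unlike ratios of the deposited signals. How the paper computed its folds is not given in the sources used here. They may not be ratios of these signals, so the differences below may come from unlike measures. Of the alternatives set before the data were examined, the mean of both experiments at 2-fold (1537) and experiment 2 alone (1872) came within 1.5-fold of the paper's number. Median centring (453), quantile normalization (400), counting genes (388), the floors (54 and 16), the restriction to probe sets above the median level (39), crossed pairing (70), all 4 comparisons (37) and experiment 1 alone (3133) did not.

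For down-regulated genes the paper's number is 733, and the deposited table gave 264 probe sets. The mean of both experiments (951) came within 1.5-fold, and the other alternatives did not, with median centring at 266, quantile normalization at 308, counting genes at 204, the floors at 35 and 6, probe sets above the median level at 18, crossed pairing at 32, all 4 comparisons at 19, experiment 1 alone at 1790 and experiment 2 alone at 2034.

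For CEACAM6 the paper's value is 5.1-fold, and its brightest probe set gave 3.18-fold. The probe set with the largest difference gave 5.96-fold, within 1.5-fold of the paper's value. Median centring (3.10), quantile normalization (3.20) and both floors (3.18) did not bring the brightest probe set within it. With an array left out, the fold as deposited carries the difference in brightness between the experiments. It came within 1.5-fold of the paper's value without PDEF- replicate 1 (6.81) and without PDEF+ replicate 2 (4.96). It did not without PDEF+ replicate 1 (2.04) or PDEF- replicate 2 (1.48). Experiment 2 alone gave 4.36-fold, within 1.5-fold of the paper's value, and experiment 1 alone 2.32-fold. After median centring without PDEF+ replicate 1, a setting chosen after seeing the values, the log2 ratio of 2.30 is within it too, and 0 of the 3 genes CEACAM6, S100A7 and VTCN1 fell below 2-fold. In the same setting the log2 ratio was not within it without PDEF+ replicate 2 (0.96, below 2-fold), without PDEF- replicate 1 (1.56) or without PDEF- replicate 2 (1.71).

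A gene of Supplementary Table 1 is counted here as differing where its fold is more than 1.5-fold from the paper's value and also further from it than the SD between the experiments. On the probe set with the largest ratio, 62 of the 75 genes lay within 1.5-fold, and of the others 6 differed by both conditions, while median centring, quantile normalization, the floors and the brightest probe set removed none of these differences. With an array of experiment 2 left out, which leaves experiment 1 alone, NFYA (5.48) and CNGB3 (3.81) came within 1.5-fold of the paper's values, and with an array of experiment 1 left out GFI1B (4.53) did. PCDHGA10, FUT3 and ATF7IP did so in neither. The paper's value is 6.73-fold for PCDHGA10, against 1.31 here, and 6.73-fold for FUT3, against 4.03. It is 6.5-fold for NFYA, against 4.29, and 5.86-fold for GFI1B, against 2.40. It is 5.46-fold for CNGB3, against 3.41, and 5.1-fold for ATF7IP, against 0.973. By both conditions 42 of the 75 genes differed from the paper's values on the brightest probe set of each gene, where 29 lay within 1.5-fold, and on the probe set with the largest ratio 7 after median centring, 9 after quantile normalization, 44 with a floor at the 25th percentile and 64 with a floor at the median. In a single experiment, which has no SD, 47 lay more than 1.5-fold from the paper's values in experiment 1 and 50 in experiment 2, on the probe set with the largest ratio.

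The paper shows PDEF lost at the RNA and protein level in the shRNA transfected cells (Fig. 1A and 1B). On the arrays SPDEF was 1.96-fold higher in the array labelled PDEF- of experiment 1 on its brightest probe set and 1.20-fold higher in the array labelled PDEF+ of experiment 2. In the paper's direction, SPDEF was higher in PDEF+ on all 5 probe sets in experiment 2, and on the 2 dimmer ones in both experiments, by 1.38-fold and 1.33-fold on one and by 1.16-fold and 2.38-fold on the other. On the 3 brightest the log2 ratios in experiment 2 were 0.26, 0.57 and 0.03, against an SD of 0.39 over the 4443 brightest probe sets. As labelled, SPDEF was at most 2.38-fold lower in PDEF- on any probe set, so neither experiment showed it lost.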

Other observations

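The gene lists were written before the data were examined, and all tests of explanations in this part were chosen after the results had been seen. Directions rest on the labels of the arrays.

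Genes that regulate T and NK cells had a median log2 ratio of PDEF+ over PDEF- of 0.21 in experiment 1 and 0.22 in experiment 2 over 25 genes, and 2 were 2-fold higher in both experiments, VTCN1 and NT5E, both in Supplementary Table 1. TGFB2, which encodes an immunosuppressive cytokine, had ratios of 2.76 and 1.61, and ULBP2, a ligand of an activating NK cell receptor, 0.745 and 0.307. For this list the adjusted p from camera was 0.126. Over the alternatives it lay between 5.35e-05 for the 10 genes above the median level and 0.985 with an estimated correlation. With the genes of Supplementary Table 1 left out, a setting chosen after seeing the data, it was 0.984. Adjusted over the list alone 1 gene, VTCN1, passed limma with the replicate block, which the study chose on these samples. Of 13 antiapoptotic genes 1 was 2-fold higher in both experiments, TNFRSF11B, while BCL2 had ratios of 5.87 and 1.12 and BAG1 2.86 and 1.20, with an adjusted p from camera of 0.104. Of 17 proapoptotic genes none was 2-fold higher or lower in both experiments. TNFSF10, which encodes the death ligand TRAIL, had ratios of 1.10 and 0.152, and BID 0.314 and 0.827, with a median log2 ratio of 0.08, a mean of -0.01 and an adjusted p of 0.938.

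Targets of p53 had a median log2 ratio of 0.33 in experiment 1 and 0.04 in experiment 2 over 18 genes, and POLH, a DNA polymerase for damaged templates, was 2.38-fold and 2.32-fold higher on a dim probe set. MDM2, the ubiquitin ligase of p53, had ratios of 3.00 and 1.77. The adjusted p from camera was 0.141, and 0.0409 with the replicate block, where the adjusted p = 0.665 with an estimated correlation. Genes of the unfolded protein response had a median log2 ratio of 0.06 over 21 genes and none was 2-fold higher or lower in both experiments, with an adjusted p of 0.932. The asparagine synthetase gene ASNS had ratios of 0.671 and 0.541. Of 17 bone genes 3 were 2-fold higher in both experiments (MGP, IBSP and TNFRSF11B, all chosen by the study) and 1, SPARC, was lower, with an adjusted p of 0.0972. Housekeeping genes had a median log2 ratio of 0.21 and 0.10 over 17 genes, with an adjusted p from camera of 0.364. Over the alternatives it lay between 0.00167, with the replicate block above the median level, a setting chosen after seeing the data, and 0.985, with an estimated correlation. It was 0.0294 above the median level without the block, so this control list also had an adjusted p under 0.05 there at the preset correlation. Over all probe sets the adjusted p = 0.623 with an estimated correlation and the replicate block. In these lists and those that follow none of the members had an adjusted p under 0.05 from limma, over all probe sets or adjusted over the list alone without the block.

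Markers of cell types absent from a tumor cell line lay low on the array, at a median percentile of 28.4 over 71 genes. The 4 that were 2-fold higher in PDEF+ in both experiments were CDH5, CNGB3, CD3D and CD79A, the last named after its values were seen. The adjusted p from camera was 0.446 for 16 fibroblast markers, 0.114 for 19 leukocyte markers, 0.0972 for 14 endothelial markers and 0.829 for 22 genes of neurons and photoreceptors. The cadherin gene CDH5 and the channel gene CNGB3 lay at percentiles of signal of 7.53 and 25.7.

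In experiment 1 SPDEF was higher in the array labelled PDEF- on its 3 brightest probe sets, and in experiment 2 it was lower there on all 5. For experiment 1 a flat background signal that hides SPDEF is argued against, since it would shrink this difference. After median centring the log2 ratio in experiment 1 was at least 1.14 in size on each of these 3 probe sets. The SD over the 4443 brightest probe sets was 0.55. In experiment 2 the log2 ratios on these 3 were 0.36, 0.67 and 0.13, so a flat background stays open there. Signal from other transcripts that differs between the arrays was not tested. An exchange of the arrays of experiment 1 cannot be told apart from the labels as given, since after it SPDEF would be lower in PDEF- in both experiments on 3 probe sets, against 2 as labelled. For CEACAM6, S100A7 and VTCN1, chosen by the study on these samples, an exchange would turn the same direction in both experiments to opposite ones, and the paper's RT/PCR and Western blots of PDEF in these cells and its tumors, where CEACAM6 was mostly high with PDEF, run the way the labels say, but none of them measured which RNA went on which array. No biological explanation was tested.

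More probe sets changed 2-fold in opposite directions than in the same direction. Noise that fades with the level of a probe set stays open, since above the median level 116 probe sets did so against 57 in the same direction, but among the 4443 brightest probe sets the counts were 11 and 11, and for 4-fold changes above the median level they were 4 and 6. Against it stands that 106 of the 116 were higher in experiment 1 and lower in experiment 2, where 21.3 would be expected from independent experiments, but the 39 that were higher in both also exceeded their expected 11.8. Unequal RNA integrity may contribute, since brighter probe sets of the same genes showed -0.65% of the difference between experiments of the 77 probe sets above the median level that were higher in experiment 1 and lower in experiment 2, and the 5' to 3' ratios of GAPDH ran the same way (1.17 in PDEF+ and 0.688 in PDEF- in experiment 1, 0.813 and 0.946 in experiment 2). Noise of single probe sets would give the same share, and a difference in culture between the experiments was not tested. An exchange of the arrays of experiment 1 also stays open. It would turn the 914 opposite changes into changes in the same direction, and the 757 in the same direction into opposite ones. Pearson's r between the log2 ratios of the experiments was -0.05 over all probe sets. It was -0.07 above the median level and -0.01 among the 4443 brightest. Of the probe sets above the median level that were higher in both experiments, 10 had a brighter one of the same gene. For these the brighter probe sets showed 69.7% of the mean difference. Over all levels, 193 probe sets that were higher in both experiments had a brighter one, and these showed 4.87%. For the 93 that were lower in both and had a brighter one, the share was 10.9%.

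Genes of Supplementary Table 1 were often high on 1 probe set and not on another. A candidate explanation is signal or noise specific to the dimmer probe set, since for the 42 genes where they differ the brightest probe set showed 8.62% of the log2 difference of the probe set with the largest ratio. Choosing the probe set by its ratio lowers this share even without such noise. Probe sets for different transcripts of a gene were not tested, so a change of transcript stays open.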
